# The Transcription Factor FRA-1/AP-1 Controls Lipocalin-2 Expression and Inflammation in Sepsis Model

**DOI:** 10.3389/fimmu.2021.701675

**Published:** 2021-10-12

**Authors:** Shan Cao, Anne Schnelzer, Nicole Hannemann, Georg Schett, Didier Soulat, Aline Bozec

**Keywords:** sepsis, transcription factor, AP-1/Fra-1, lipocalin-2, macrophage, endotoxin tolerance

## Abstract

Sepsis is a life-threatening condition characterized by excessive inflammation in its early phase. This is followed by an aberrant resolution phase associated to a prolonged period of immune suppression that can ultimately lead to multiple organ dysfunctions. This immunosuppression can be mediated by the functional reprogramming of gene transcription in monocytes/macrophages in response to prolonged lipopolysaccharide (LPS) exposure. Surprisingly, there is no report on the role of AP-1 transcription factors in this reprogramming process. Herein, we used the endotoxin tolerance model on murine bone marrow-derived macrophages in which tolerant cells stimulated twice with LPS were compared to naïve cells stimulated once. Out of all AP-1 transcription factors tested, *Fosl1* gene stood out because of its unique regulation in tolerized cells. Moreover, we could correlate FRA-1 expression to the expression of an essential anti-inflammatory molecule involved in sepsis response, Lipocalin 2 aka NGAL. Identical results were obtained in human PBMC following the endotoxin tolerance model. When using FRA-1 deficient macrophages, we could confirm that FRA-1 regulates NGAL expression during the tolerant state. Interestingly, ChIP-seq and ChIP-qPCR revealed the binding of FRA-1 on *Lcn2* promoter after LPS stimulation in these cells. Finally, we used an *in vivo* septic model of consecutive injection of LPS, in which the second stimulation is performed before the resolution of inflammation, in wild type and FRA-1 deficient mice. NGAL secretion was elevated in lung, spleen and serum of wild type tolerant mice, whereas it was significantly lower in tolerant FRA-1 deficient mice. Moreover, an increased inflammatory state likely dependent of the low level of NGAL was observed in these FRA-1 deficient mice. This was characterized by an increase of neutrophil infiltration in lung and an increase of apoptotic follicular cells in spleen. This suggests that FRA-1 expression supports resolution of inflammation in this model. Collectively, our data indicate that FRA-1 is involved in myeloid cell tolerance responses by mediating the functional reprogramming of *Lcn2* transcription in response to prolonged LPS exposure. In conclusion, FRA-1 may have a protective role in the tolerance response of sepsis through the regulation of NGAL, leading to resolution of inflammation.

## Introduction

Sepsis is a life-threatening condition, which represents the leading cause of death in intensive care units (ICUs) worldwide (1). In the last decades, numerous treatments to ameliorate sepsis outcome have failed in clinical trials. There is therefore a strong need to better understand the underlying sepsis mechanism to develop new therapeutic strategies (2). Sepsis is caused by a dysregulated host response to infection that consists of two dynamic phases. The initial and uncontrolled systemic inflammatory response (SIRS) is followed by an unchecked compensatory anti-inflammatory response (CARS). This latter phase often fails to adequately resolve the systemic inflammation and predisposes to immune dysfunction. The failure of resolution process can lead to collateral tissue destruction and multiple organ dysfunction often lethal (3).

The most prominent feature of sepsis-induced immunosuppression is the diminished capacity of innate immune cells, especially monocytes and macrophages, to release pro-inflammatory cytokines in response to pathogen associated molecular patterns (PAMP) (3). Ultimately, these deactivated macrophages adopt an immunosuppressive phenotype making them unresponsive to secondary infections, but prone to resolve inflammation and regenerate tissue. In the case of sepsis, this tolerization process can be studied in the context of endotoxin tolerance induced by consecutive LPS stimulations (4).

Two classes of genes have been categorized in tolerant macrophages in previous studies: genes not inducible described as ‘tolerizable’ genes and genes still inducible named ‘non-tolerizable’ genes (5). Interleukin-6 (*Il6*), known as a classical pro-inflammatory cytokine in sepsis, is a typical tolerizable gene. Despite being a TLR inducible gene, the induction of IL-6 expression by macrophages was abolished after a second LPS stimulation. On the other side, non-tolerizable genes such as lipocalin-2 (*Lcn2*) were found to be significantly elevated in tolerant macrophages (5). Also known as neutrophil gelatinase-associated lipocalin, NGAL is a mammalian protein expressed by myeloid and epithelial cells in response to TLR activation during infections. NGAL plays an anti-microbial role by inhibiting bacterial siderophores and therefore depriving bacteria of iron (6). In parallel to this anti-microbial function, NGAL expression is also important for the immune response. In a LPS-induced sepsis model, *Lcn2* knockout mice showed a dysregulated iron metabolism that resulted in an increased apoptosis of leukocytes, an increased release of pro-inflammatory cytokines and a higher mortality (7). Similarly, NGAL has been shown to induce the production of the anti-inflammatory cytokine IL-10 in macrophages during *Streptococcus pneumoniae* infection, making NGAL not only a marker of macrophages deactivation but also a deactivator of macrophages (8). Interestingly, a feed forward regulation between IL-10 and NGAL has been suggested in another sepsis model, in which NGAL expression correlates with IL-10 level and a better outcome after polymicrobial sepsis (9). Collectively, these researches imply that NGAL plays a role in controlling inflammation and thereby contributes to the resolution of severe inflammation (7). However, its transcriptional regulation, especially in the tolerant cells remains to be defined since regulating the expression of NGAL may provide novel therapy for the resolution of sepsis.

Recent investigations have focused on the mechanisms underlying the functional reprogramming of the gene transcription in macrophages in response to prolonged LPS exposure. Up-regulation of hypoxia-inducible factor-α (HIF-1α) and subsequent elevation of the negative regulator of TLR signaling IRAKM have been involved in the establishment of an endotoxin-tolerant state in monocytes which interestingly possess anti-bacterial and wound-healing properties (10). At the transcriptional level, the cyclin-dependent kinase inhibitor p21 has been shown to tune NF-κB pathway that controls part of the macrophages reprogramming happening during endotoxin tolerance. A high level of p21 favors p50-p50 over p65-p50 for binding to NF-κB sites on DNA, resulting in lower IFN-β production and a hypo-responsive phenotype of macrophage (11). Surprisingly, no data has been reported on the role of AP-1 transcription factors in this reprogramming process. AP-1 family is mainly composed of c-Fos and c-Jun related transcription factors. Depending on stimuli and cell type, they can be activated by phosphorylation or methylation, promptly assembled into homodimers or heterodimers through their leucine-zipper domain and bound to AP-1 sites on target gene promoter, resulting in the promotion or inhibition of gene expression (12).

In the present work, we studied AP-1 transcription factors role using the endotoxin tolerance model in both murine bone marrow-derived macrophages (BMDM) and human peripheral blood mononuclear cell (PBMC). We found that the expression of FRA-1 and NGAL were positively correlated in response to LPS, both in tolerant murine and human cells *in vitro*. With the help of FRA-1 deficient BMDM, we showed that FRA-1 positively regulates NGAL expression especially in the tolerant state. Using ChIP-seq and ChIP-qPCR, FRA-1 was shown to bind *Lcn2* promoter, especially in the tolerant state. Finally, *in vivo* septic model using consecutive injection of LPS showed a decreased resolution as well as an increased inflammation in FRA-1 depleted conditions, likely dependent on the low level of NGAL in these mice. Collectively, our results indicate that FRA-1 transcription factor is involved in myeloid cell tolerant responses by mediating the functional reprogramming of *Lcn2* transcription in response to prolonged LPS exposure.

## Methods and Materials

### Animals

Wild type C57Bl/6NCrl mice were purchased from Charles River. The generation of *Fosl1* floxed and *Mx*-Cre mice has been described before (13). Briefly, the *Fosl1* gene knockout in *Fosl1* ^∆Mx^ mice was induced 2 weeks before the experiment by 3 consecutive injections of 250 μg poly(I:C) per mouse every other day. Littermate *Fosl1* ^fl/fl^ mice were used as controls and were treated with poly (I:C) like the deficient mice. Mice were bred and maintained on a 129/B6 mixed background. All experiments were performed with 8-12-week-old mice (both male and female). Animals were kept under standardized conditions. A 12-hour light/12-hour dark cycle was maintained, and standard diet and water were provided ad libitum. All animal experiments were discussed and approved by the University of Friedrich-Alexander-Universität Erlangen-Nürnberg ethics committee and carried out in accordance with protocols approved by the German law.

### Cell Preparation

Bone marrow-derived macrophages (BMDM) were generated from total bone marrow cells flushed out from 8-12 weeks old mice. The total bone marrow cells were then incubated within 10 cm petri dishes in 5% CO_2_ at 37°C in DMEM and GlutaMAX (Gibco, Thermo Fisher Scientific) supplemented with 10% (v/v) FCS (Gibco, Thermo Fisher Scientific), 1% (v/v) penicillin/streptomycin (Gibco, Thermo Fisher Scientific), and 20% (v/v) supernatant from L929 fibroblast cultures [ATCC clone CCL-1] as a source of macrophage colony-stimulating factor (M-CSF) (14). After overnight incubation, the non-adherent cells were then harvested and reseeded into 10 cm petri dishes supplemented with the medium above at the concentration of 5x10^6^ cells/dish. 7 days later, BMDM were carefully harvested, counted and replated into 12-well plates at the concentration of 1x10^6^ cells/well in RPMI-1640 (Gibco, Thermo Fisher Scientific) supplemented with 10% (v/v) FCS (Gibco, Thermo Fisher Scientific) and 1% (v/v) penicillin/streptomycin (Gibco, Thermo Fisher Scientific). After overnight incubation, the adherent cells were stimulated with 10 ng/mL LPS (Naïve) or stimulated with 100 ng/mL LPS for 24 h, washed twice with warm PBS and stimulated again with 10 ng/mL LPS (Tolerant) as described in previous study (5).

Human peripheral blood mononuclear cells (PBMCs) were isolated from EDTA-blood of normal, healthy donors, using a Ficoll gradient (Lymphoflot, Bio-Rad). PBMCs were then incubated overnight in RPMI-1640 (Gibco, Thermo Fisher Scientific) supplemented with 10% (v/v) FCS (Gibco, Thermo Fisher Scientific) and 1% (v/v) penicillin/streptomycin (Gibco, Thermo Fisher Scientific) and adherent cells were stimulated with once or twice LPS as described above.

### Isolation of CD11b^+^ Cells

The single cell suspensions from the organs were created by using gentleMACS dissociation tubes (Miltenyi Biotec). CD11b^+^ cells were then isolated *via* CD11b microbeads (Miltenyi Biotec) under the manufacturer’s instructions.

### Real-Time PCR Analysis

A standard phenol-chloroform extraction was performed with Trizol reagent to isolate total RNA from cells. cDNA was synthesized from 1 μg of total RNA with a High-Capacity cDNA Reverse Transcription Kit (ThermoFisher). Real-time PCR analysis was then performed and analysed with a SYBR label (SYBR Select Mastermix, Applied Biosystems) in QuantStudio™ 6 Flex Real-Time PCR System. The real-time PCR primer sequences are listed in **Supplementary Table 1**. The relative expression of the gene of interest (GOI) was calculated with the ΔΔCt method using β-actin (*Actb*) expression as normalizer (norm) and the not-stimulated naïve control as calibrator: relative expression = 2^-ΔΔCt^ where ΔΔCt = (Ct_GOI_ - Ct_norm_)_unknown_ - (Ct_GOI_ - Ct_norm_)_calibrator_.

### ELISA

The IL-6 and NGAL concentrations in the relevant supernatant or serum were quantified with the Mouse IL-6 DuoSet ELISA Kit and Mouse Lcn2 DuoSet ELISA Kit following the manufacturer’s instructions (R&D Systems).

### Western Blot Analysis

Proteins from BMDM stimulated once or twice with LPS were collected at 0, 0.5, 1, 2 or 4 h with RIPA buffer supplied with protease inhibitors (Roche, cOmplete™ ULTRA Tablets, 05892970001). The protein extracts were then separated by SDS-PAGE electrophoresis and semi-dry transferred to a PVDF membrane. The membrane was incubated with antibodies against FRA-1 (sc-605, Santa-Cruz, 1: 200) and GAPDH (#2118, Cell Signalling, 1:1000) overnight at 4°C.

### Chromatin Immunoprecipitation-seq and ChIP-qPCR

The ChIP-seq results have been deposited online in the GEO datatabase (GSE178865) along with our previous publication (13). The raw ChIP-seq data were re-analyzed with GALAXY (15) to explore the binding of FRA-1 on the promoter sites of *Il6* and *Lcn2*, with or without stimulation with LPS. In brief, the data sets were firstly trimmed by Trimmomatic to remove adapters and trim reads to improve the overall quality. The sequenced reads were mapped using Bowtie2. The peak-calling step was then performed by MACS2 to identify significantly enriched loci in the genome. Finally, the output files were visualized with the help of Integrated Genome Browser (16).

For further promoter analysis, the 4.000 bp nucleotide sequences upstream of the transcription start sequence (TSS) of *Il6* and *Lcn2* genes were identified thanks to the NCBI Gene database. The putative AP-1 binding sites on *Il6* and *Lcn2* promoters were predicted *via* an online tool TFBIND (17) and relative primers to detect each site were designed accordingly.

ChIP-qPCR on peritoneal macrophages and BMDM was performed with the ChIP-IT High Sensitivity^®^ (HS) Kit (Active Motif) following the manufacturer’s instructions. Briefly, thioglycollate-elicited macrophages were generated by injecting mice i.p. with 2.5 mL of 4% (w/v) Brewer’s thioglycolate medium (Sigma-Aldrich). FRA-1 deficient mice and littermates were sacrificed 72 hours after injection. Peritoneal cavity cells were harvested by lavage, and cells were washed and plated in RPMI-1640 (Gibco, Thermo Fisher Scientific) supplemented with 10% (v/v) FCS (Gibco, Thermo Fisher Scientific) and 1% (v/v) penicillin/streptomycin (Gibco, Thermo Fisher Scientific). BMDM were prepared as described above (Cell Preparation). After overnight incubation, adherent cells were stimulated with 10 ng/mL LPS for 1h (Naïve) or stimulated with 100 ng/mL LPS for 24 h, washed twice with warm PBS and stimulated again with 10 ng/mL LPS for 1h (Tolerant). The cells were fixed with 1% formaldehyde for 15 min to cross-link the proteins to the DNA and then washed for 3 times. The pellet was re-suspended in ChIP lysis buffer and lysate was sonicated to shear DNA to an average fragment size of 200–1000 bp. 30 µg chromatins were incubated with antibodies against FRA-1 (sc-605 from Santa-Cruz for peritoneal macrophages, since the production of this antibody has been discontinued by the company, we used PA5-81175 from Invitrogen for BMDM, 5µg/sample) or Normal Rabbit IgG (#2729, Cell Signalling, 5µg/sample) overnight at 4°C. On the second day, samples were incubated with protein A/G beads for 3 hours. DNA was then eluted, de-crosslinked overnight and purified. 25 µl starting chromatins without incubation with antibodies were also de-crosslinked and purified, named as Input. The enrichment of each binding site was evaluated by ChIP-qPCR. The data was normalized and calculated with Percent Input Method: Adjust Input=Ct_Input_-log2(V_Chromatin_/V_Input_), V means volume. % Input= 100*2^(Adjusted Input - Ct Chromatin)^. The ChIP-qPCR primer sequences are listed in **Supplementary Table 1**.

### *In Vivo* Endotoxin Tolerance Model

The *in vivo* endotoxin tolerance model was established by consecutive i.p. injection of LPS. Briefly, mice were rendered tolerant to LPS by an initial injection of 25 µg of LPS and stimulated 3 days later with another similar dose of LPS for 2 h. The naïve group injected only once with LPS and sacrificed 2h after (**Figure 5A**). PBS-injected mice served as control.

### Histological Analysis

Mice were sacrificed with CO_2_ at indicated time point under respective treatment. The organs were then harvested and fixed in 4% formaldehyde for 12 h. Then, the samples were embedded in paraffin, cut to 1 μm thickness and mounted onto glass slides. For HE staining, the slides were stained with Hematoxylin and Eosin as common procedure. To quantify the LPS-induced changes in the spleen, the follicular areas were measured with ImageJ in 4-fold magnified images. For the evaluation of pulmonary inflammation in response to LPS, the categories “cellular infiltration” and “alveolar wall thickening” were used as described in previous study (18). Briefly, for cellular infiltration, 0 means no immune cell infiltration, 1 means moderate infiltration and 2 means massive infiltration. For alveolar wall thickening, 0 is normal, 1 represents thickening fewer than 50% while 2 is over 50%. Four representative images in 20-fold magnification per slide were analyzed and the respective values for each sample were summed up and then compared among diverse treatments.

### TUNEL Staining

TUNEL staining of the spleen slides were performed with the In Situ Cell Death Detection-Kit (POD) following the manufacturer’s instructions. Four representative images in 20-fold magnification per slide were analyzed and the apoptotic splenocytes within the follicular area were counted and compared among diverse treatments.

### Data Analysis

GraphPad Prism version 8.0 (GraphPad Software, San Diego, CA) was used for statistical treatment. Experimental data was shown as mean ± s.e.m. Two-tailed unpaired student’s t-test for two groups or ANOVA with multiple comparisons test were used as indicated in respective experiments. For kinetic expression of genes and proteins, repeated measures two-way ANOVA (two-way RM ANOVA) was used in which the time factors are matched, to account for the nestedness of the data.

## Results

### *Fosl1* Expression Is Altered After Induction of Endotoxin Tolerance in Murine Macrophages

To evaluate the AP-1 expression within the two phases of sepsis, we first set up the endotoxin tolerance model in wild type murine bone marrow-derived macrophages (BMDM) by consecutive stimulation of LPS (**Figure 1A**) (5). The adherent BMDM were stimulated with 10 ng/mL LPS (Naïve) or stimulated with 100 ng/mL LPS for 24 h, washed twice with warm PBS and stimulated again with 10 ng/ml LPS (Tolerant). The cells were then harvested at 0, 0.5, 1, 2 or 4 h after the stimulation. The validity of our experimental model was confirmed by analyzing the kinetic expression of genes previously known as tolerizable or non-tolerizable (5) at the indicated time point in naïve and tolerant macrophages. The tolerizable genes (*Il6, Il12b* and *Mmp13*) were significantly up-regulated in the naïve cells, while significantly diminished in the tolerant cells compared to the naïve one. Meanwhile, the non-tolerizable genes (*Saa3, Lcn2*) were only weakly induced by LPS in naïve cells but showed a strong and sustained expression in stimulated tolerant cells (**Figure 1B**). The analysis of the protein secretion for IL-6 and NGAL (neutrophil gelatinase-associated lipocalin, protein name of *Lcn2*) in the supernatant of murine BMDM further confirmed the mRNA results (**Figure 1C**). IL-6 cytokine levels in the supernatant were significantly elevated after the first LPS stimulation, and abolished after the second stimulation, while the NGAL protein expression was still increased in the tolerant state. After this confirmation, we studied the expression kinetic of AP-1 transcription factor genes in murine BMDM in both naïve and tolerant state. The expression of *Fosl2, Fos, Fosb, Junb* and *Jun* peaked shortly (0.5-1h) after LPS stimulation in naïve cells, whereas the induction of these genes was strongly diminished in tolerant cells (**Figure 1D**). In this homogenous family picture, two AP-1 members stood out: *Jund* was unresponsive to LPS stimulation and was therefore not considered further, whereas *Fosl1* response was more interesting. In naïve cells, *Fosl1* responded alike the other AP-1 transcription factors. However, in tolerant cells, *Fosl1* did not show the small expression peak observed for the other AP-1 members but an initial level of expression dramatically reduced (6% of the unstimulated naïve cells) that slowly and steadily increased after LPS re-stimulation. Therefore, our results in wild type BMDM suggested that the induction of AP-1 gene expression by LPS stimulation in naïve cells was strongly reduced in tolerant cells, and Fra-1 expression seemed unique compared to the other members.

**Figure 1:**
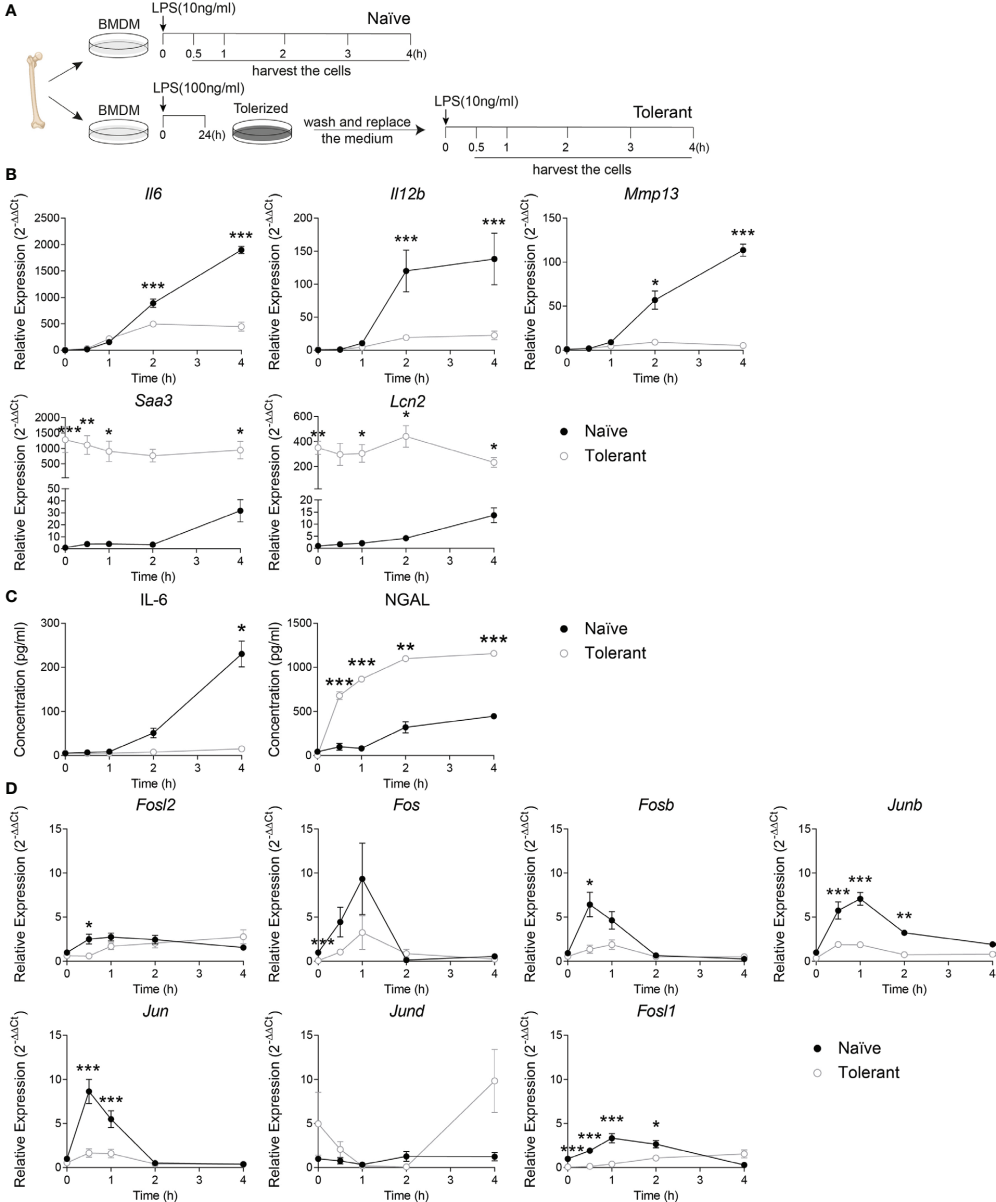
*Fosl1* expression is altered after induction of endotoxin tolerance in murine macrophages. **(A)** Experimental scheme of the induction of endotoxin tolerance in wild type murine BMDM. A kinetic analysis of genes and proteins expression was performed at the indicated time point in macrophages harvested following one (Naïve) or two (Tolerant) LPS stimulations. **(B)** Quantitative RT-PCR analysis of the expression of tolerizable genes (*Il6, Il12b Mmp13*) and non-tolerizable genes (*Saa3, Lcn2*), normalized to the expression of *Actb*. **(C)** Quantification of IL-6 and NGAL protein secretion in cell culture supernatant. **(D)** Quantitative RT-PCR analysis of AP-1 transcription factor genes, normalized to the expression of *Actb*. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by two-way RM ANOVA with Tukey’s multiple comparisons test. The data shown are from one experiment representative of three independent biological replicates.

### *Fosl1* Expression Is Altered After Induction of Endotoxin Tolerance in PBMC

To verify whether our findings on AP-1 response in tolerant state can be transposed in human, the endotoxin tolerance was studied in isolated human PBMC (**Figure 2A**). Alike in murine cells, the tolerizable genes (*TNF, IL6*) were up-regulated by LPS stimulation in naïve cells, but could not be induced similarly in the tolerant cells. As expected, the expression of *LCN2* was higher in the tolerant state compared to the naïve one (**Figure 2B**). These data demonstrate a response of human PBMC to endotoxin tolerance consistent with the one observed in mouse macrophages. Next, AP-1 gene transcriptions were analyzed. Alike in mouse cells, the peak expression of *FOS, JUNB* and *JUN* observed in naïve cells after 0.5-1 h of LPS stimulation diminished in stimulated tolerant cells. Here again, *FOSL1* expression was initially strongly decreased in tolerant cells and could be gradually increased up to 8-fold (1.21/0.15) by LPS stimulation (**Figure 2C**). Despite that this pattern was reproduced by other AP-1 transcription factors gene like *JUNB* (4.6-fold, 1.94/0.43) and *JUN* (2.7-fold, 0.90/0.33), *FOSL1* was the most LPS responsive AP-1 gene. Therefore, these results established that the data obtained with the mouse macrophages can be confidently transposed to human PBMC.

**Figure 2:**
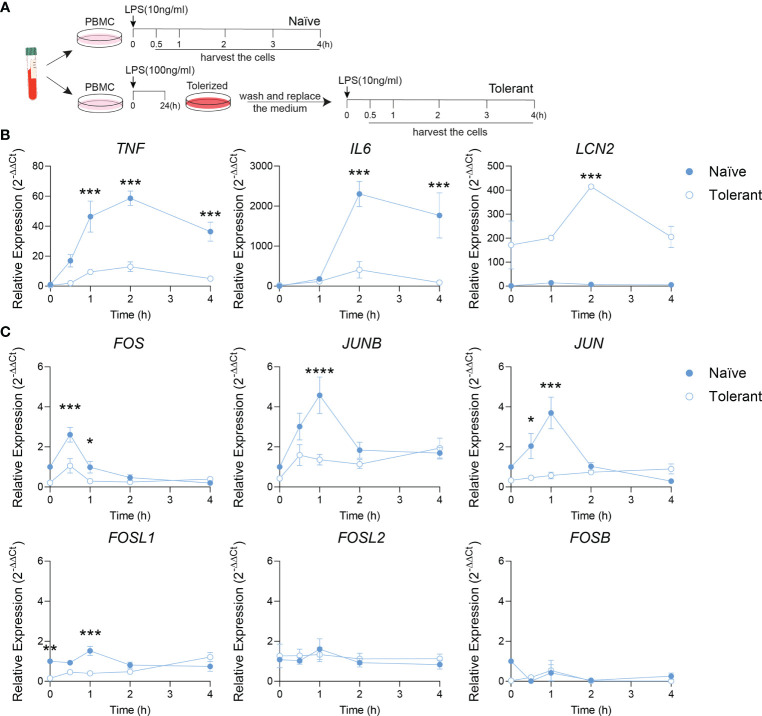
*Fosl1* expression is altered after induction of endotoxin tolerance in human peripheral blood mononuclear cells. **(A)** Experimental scheme of the induction of endotoxin tolerance response in human PBMC. A kinetic analyses of gene expression was performed at the indicated time point in PBMC harvested following one (Naïve) or two (Tolerant) LPS stimulations. **(B)** Quantitative RT-PCR analysis of tolerizable genes (*TNF, IL6*) and non-tolerizable genes (*LCN2*), normalized to the expression of *Actb*. **(C)** Quantitative RT-PCR analysis of AP-1 transcription factor genes, normalized to the expression of *Actb*. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 by two-way RM ANOVA with Tukey’s multiple comparisons test. The data shown are from one experiment representative of three independent biological replicates.

### Increased Expression of NGAL in Tolerant Macrophages Depends on FRA-1 Expression

Considering the significantly different expression of *Fosl1* in naïve and tolerant state in both murine and human phagocytes, we speculated that FRA-1 could play an important role in regulating the tolerance induced transcriptional reprogramming. To evaluate how FRA-1 influenced the inflammatory response in endotoxin tolerance, inducible FRA-1 deficient mice were generated by crossing *Fosl1* lox mice to *Mx*-Cre mice. After the induction of FRA-1 deficiency by consecutive poly (I: C) injection, BMDM were isolated from the FRA-1 deficient mice and their littermates to study their response to the endotoxin tolerance model *in vitro*. After LPS stimulation, naïve macrophages from littermates induced *Fosl1* expression following a similar pattern as wild type macrophages but to a higher extent. This slightly increased *Fosl1* expression might be due to the heterogeneity of their genetic background. The up-regulation of *Fosl1* by LPS was abolished in the naïve and tolerant FRA-1 deficient BMDM (**Figure 3A**). The mRNA expression profiles of other AP-1 members such as *Fosb, Junb* and *Jun* were not significantly altered by the absence of *Fosl1* and responded similarly to the LPS stimulation (**Figure 3A**). This transcriptional data could be correlated at the translational level: FRA-1 expression after LPS stimulation is reduced in wild type cells after tolerance induction and is strongly diminished in FRA-1 deficient cells (**Figure 3B**).

**Figure 3:**
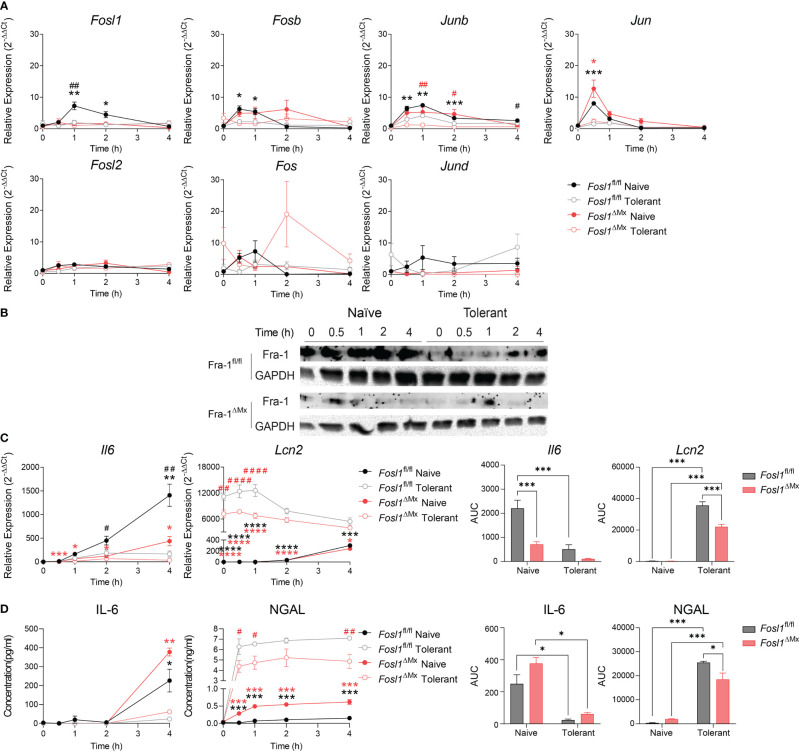
Increased expression of *Lcn2* after induction of endotoxin tolerance is reduced in *Fosl1* knockout murine macrophages. **(A)** Quantitative RT-PCR analysis of AP-1 transcription factor gene expression in littermate control and Fra-1 deficient BMDM after LPS stimulation in both naïve and tolerant state, normalized to the expression of *Actb*. **(B)** Western blot detection of FRA-1 protein after LPS stimulation in littermate control and FRA-1 deficient BMDM in both naïve and tolerant state. GAPDH was used as loading control. **(C)** Quantitative RT-PCR analysis of *Il6* and *Lcn2* in littermate control and FRA-1 deficient BMDM after LPS stimulation in both naïve and tolerant state. Left panels represent the kinetic of gene expression normalized to the expression of *Actb* and right panels represent the area under curve (AUC) for the respective genes. **(D)** IL-6 and NGAL protein levels in the supernatant of wild type and FRA-1 deficient BMDM after LPS stimulation in both naïve and tolerant state. Left panels represent the kinetic of protein secretion and right panels represent the area under curve (AUC) for the respective protein. The data shown are from one experiment representative of three independent biological replicates and they are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 by two-way RM ANOVA with Tukey’s multiple comparisons test. Black asterisks indicated significant difference between naïve (n=6) versus tolerant (n=9) state in littermate control mice; red asterisk indicated significant difference between naïve (n=3) versus tolerant (n=9) state in FRA-1 deficient mice; ^#^p < 0.05; ^##^p < 0.01; ^####^p < 0.0001 by two-way RM ANOVA with Tukey’s multiple comparisons test. Black hash sign indicated significant difference between FRA-1 deficient and littermate cells in naïve state; red hash sign indicated significant difference between FRA-1 deficient and littermate cells in tolerant state.

To determine the influence of FRA-1 on the regulation of the tolerizable and non-tolerizable genes, we next investigated the expression pattern of *Il6* and *Lcn2* in FRA-1 deficient cells. In absence of *Fosl1*, expression of *Il6* mRNA was strongly decreased, especially in naïve state (**Figure 3C**, black hash sign), without significantly altering the early secretion of IL-6 protein (**Figure 3D**). Interestingly, the elevated expression of *Lcn2* in the tolerant cells was significantly reduced in FRA-1 knockout macrophages both at mRNA and protein levels (**Figures 3C, D**). This data suggested that expression of FRA-1 and NGAL are positively correlated, especially in tolerant cells.

### FRA-1 Transcriptionally Regulates *Il6* and *Lcn2* at the Promoter Level

Considering the fundamental role of FRA-1 as a transcription factor, we hypothesized that FRA-1 can regulate directly the transcription of *Il6* and/or *Lcn2* in the context of endotoxin tolerance. 

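FRA-1 chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA fragments bound by FRA-1, and a peak is a stretch where such fragments pile up above background. By the sample records, the ChIP-seq samples came from thioglycollate-elicited peritoneal macrophages of 8-week-old mice. The study's design text describes plain lavage. Macrophages were left unstimulated, stimulated with LPS for 1 h, or given apoptotic cells for 1 h, with 3 replicates per condition. For LPS, the study's design text gives 10 µg/mL and the sample records 1 µg/mL, and the paper's text names no dose for the ChIP-seq. The authors deposited one peak table per condition. It lists, for every genomic segment, a score for each of the 3 replicates, which is the Phred-scaled p-value of the peak (higher for a smaller p), and a gene where one was assigned. Peaks were called separately in each replicate, and the tables carry no read counts, so the sequencing depth is unknown. Replicates are numbered here by their order in each table, which names no mouse. Adjoining segments with the same score were joined again into each replicate's peaks, and peaks of the 3 replicates that touched or overlapped were merged into regions.
Unstimulated macrophages had 24876 ± 3688 FRA-1 peaks (SD, n = 3 replicates), and LPS-stimulated macrophages had 49582 ± 12046 (SD, n = 3). Every LPS replicate had more peaks than every unstimulated replicate (exact permutation test, two-sided, p = 0.1, the smallest p that 3 replicates against 3 allow). This order rests on the labels of unstimulated replicate 3 (28314 peaks) and LPS replicate 2 (39728 peaks). By the peaks they share with other replicates, an exchange of these 2 is not excluded, and with it the order would not hold. Leaving out the third LPS replicate moved the ratio of the means most, from 1.99 to 1.72. The replicates fell into 2 classes by their smallest peak width, 104 to 116 bp in 4 of them and 158 to 172 bp in the other 5. Within the narrow class, the single unstimulated replicate had 28314 peaks and the 2 LPS replicates had 46007 and 63010. Within the wide class, the 2 unstimulated replicates had 20981 and 25334 peaks and the single LPS replicate had 39728.

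**Figure D1:**
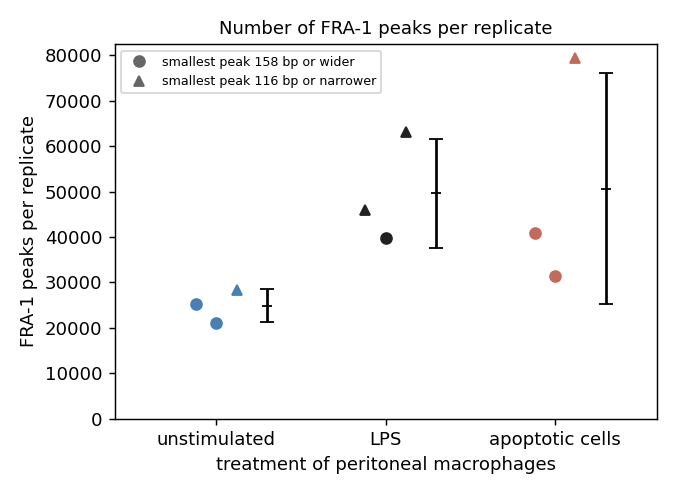
Number of FRA-1 peaks per replicate (vertical axis) in unstimulated, LPS-stimulated and apoptotic cell-treated macrophages. Each symbol is 1 replicate, triangles and circles mark the classes of smallest peak width, and the bars show the mean ± SD of 3 replicates. The LPS replicates lie between 39728 and 63010 peaks and the unstimulated replicates between 20981 and 28314.

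Few regions were shared between replicates of one condition. Of the 68739 regions in unstimulated macrophages, 4164 (6.06%) had a peak in at least 2 replicates, against 22049 of 122267 (18.0%) after LPS. This difference came mainly from LPS replicates 1 and 3, which had 24.3% of their merged peaks in common, against 5.63% and 5.09% for the other LPS pairs and 4.23 to 6.34% for the unstimulated pairs. Regions with a peak in all 3 replicates made up 2.48% without stimulation and 3.58% after LPS. LPS regions overlapped an unstimulated region by at least 1 bp in 11809 cases, or 9.66% (95% Wilson interval 9.49 to 9.83%, counting error only). Conversely, 17.1% of the unstimulated regions overlapped an LPS region (95% Wilson interval 16.8 to 17.4%). Most of the unstimulated regions, 93.9%, had a peak in 1 replicate only. Among the regions with a peak in at least 2 replicates of their condition, an alternative chosen after seeing the data, 92.003% of the unstimulated regions overlapped an LPS region and 17.4% the reverse. For all regions, random placement of the LPS regions on their chromosomes gave 1284 overlaps on average. The observed 11809 were 9.20 times higher (1000 placements, one-sided permutation p = 0.001, the smallest they can give). Regions were placed evenly along whole chromosomes, also where no peak could be called. Lists confined to the same parts of the genome can exceed such placements, so this excess does not show shared FRA-1 sites. Of the peaks of unstimulated replicate 3, 30.7% and 34.3% overlapped a peak of LPS replicates 1 and 3. Only 13.4% overlapped a peak of LPS replicate 2, and 9.81% and 10.4% a peak of unstimulated replicates 1 and 2. Such a share can rise with the other replicate's number of peaks, which was highest in LPS replicates 1 and 3 (46007 and 63010) among these 5.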

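Il6 lies on chromosome 5 from 30013114 to 30019975 and Lcn2 on chromosome 2 from 32384637 to 32387739 (GRCm38, RefSeq). Il6 is transcribed towards higher and Lcn2 towards lower coordinates. After LPS, the first and the third replicate had a FRA-1 peak inside Il6, from 30014199 to 30014308 with a score of 167.63 and from 30014196 to 30014306 with a score of 246.44. These peaks began 1085 and 1082 bp downstream of the transcription start and ranked at the 68.7th and 72.3rd percentile of their replicates' scores. Both replicates are of the narrow class of peak width, and the second LPS replicate, of the wide class, had no peak listed there. The first apoptotic cell replicate, also of the wide class, had a peak at this position with a score of 84.61. The same 2 replicates had a peak beyond the 3′ end of Il6, within 30023135 to 30023385. No unstimulated replicate had a peak listed inside Il6 or within 10000 bp of it.
At Lcn2, the first unstimulated replicate had a peak inside the gene, from 32387394 to 32387606 with a score of 229.0, at the 93.5th percentile of its scores. It lay 133 to 345 bp downstream of the transcription start. A further peak of this replicate lay 4820 to 5018 bp upstream, with a score of 99.78, and is the only one of these that the authors' deposited table assigns to Lcn2. After LPS, the third replicate had a peak 6926 to 7034 bp upstream of Lcn2 with a score of 245.97, and the first replicate had one beyond the 3′ end of the gene with a score of 68.85. Each of the peaks around Lcn2 was listed in 1 of 3 replicates, so that a difference between LPS-stimulated and unstimulated macrophages could not be told from the spread between replicates at this gene. At Il6, the peak was listed in 2 of 3 LPS and 0 of 3 unstimulated replicates (Fisher's exact test, two-sided, p = 0.4). The smallest p that 3 against 3 replicates allow is 0.1, so that this test cannot show a difference. Of 4320 protein-coding genes of similar length, 3.73% held a region with a peak in at least 2 LPS and no unstimulated replicates.

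**Figure D2:**
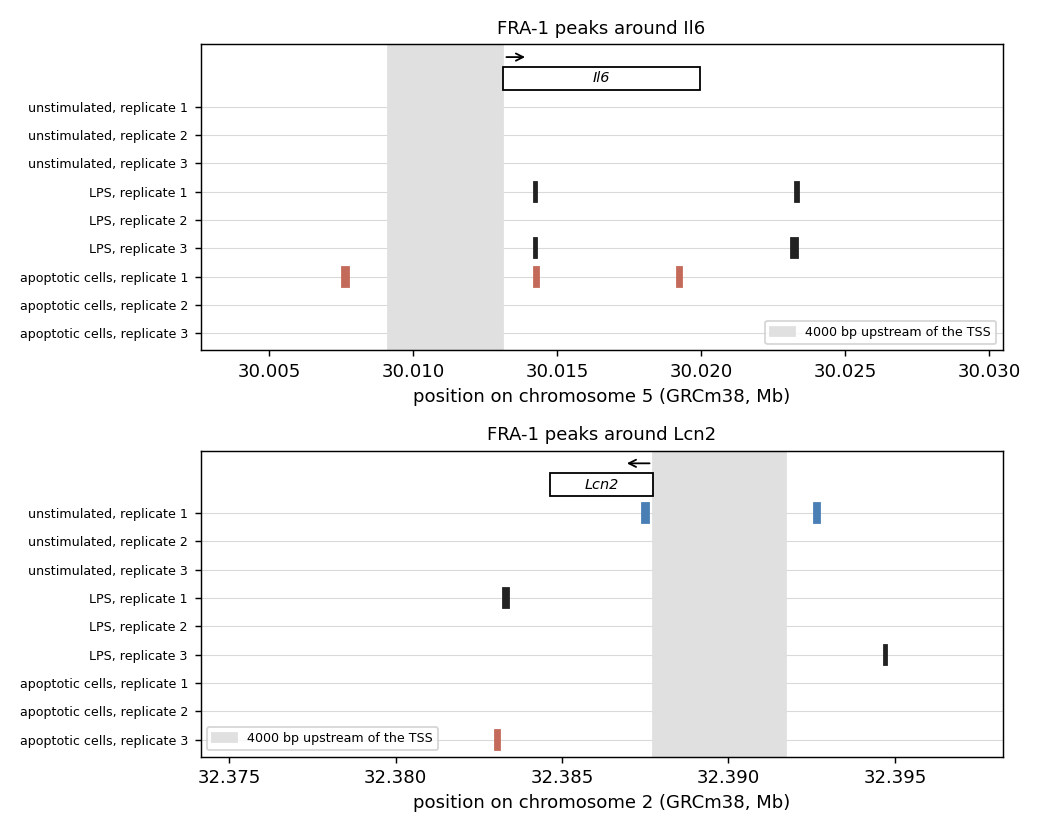
FRA-1 peaks around Il6 (top) and Lcn2 (bottom), with the genomic position in Mb on the horizontal axis and 1 line per replicate. Filled boxes are peaks, the open box is the gene, the arrow gives the direction of transcription and the gray area is the 4000 bp upstream of the transcription start, which holds no box in any replicate.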

Using our previously published ChIP-seq analyses performed in peritoneal macrophages with or without LPS stimulation (13), we discovered that FRA-1 can bind to the promoter sites of *Il6* and *Lcn2*, especially after LPS stimulation. For further analysis of these promoters, we considered the 4.000 bp upstream of their transcription start (TSS) (gray area depicted in **Supplementary Figures 1A, B**). 

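These 4000 bp extend from 30009114 to 30013113 on chromosome 5 for Il6 and from 32387740 to 32391739 on chromosome 2 for Lcn2 (GRCm38). In the authors' deposited peak tables, 0 FRA-1 peaks were centred in either area, both in unstimulated and in LPS-stimulated macrophages. The same number was found when any overlap with the area was counted. An area from 10000 bp upstream to 1000 bp downstream held 0 regions of either condition at Il6. The LPS peaks inside Il6 began 1085 and 1082 bp downstream, just beyond this area. At Lcn2 the same area held 2 regions in unstimulated macrophages and 1 after LPS. For comparison, 4000 bp on one side of a protein-coding gene overlapped an LPS region in 21.4% and an unstimulated region in 11.3% of cases, averaged over both sides of 21883 genes. The deposited tables assign a peak to 6693 genes after LPS and 3621 genes in unstimulated macrophages, 1560 of them in both. Of the 10847 assigned LPS segments whose gene was found on the same chromosome, 3354 lay inside the gene, so that these are not counts of upstream regions. As the depth is unknown, an area without a listed peak had no FRA-1 binding detectable at the authors' threshold. The paper re-analyzed the raw reads with Trimmomatic, Bowtie2 and MACS2, and whether any of these steps is behind the deposited tables is not stated in the paper's text. From that re-analysis the paper states that FRA-1 can bind to both promoters, and it took these areas for the prediction of AP-1 binding sites and for ChIP-qPCR.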

The putative AP-1 binding sites on *Il6* and *Lcn2* promoters were predicted *in silico* (**Figures 4A, B**) (17). To confirm this analysis, ChIP-qPCR were then performed with anti-FRA-1 antibody in BMDM from FRA-1 deficient mice and littermates under naïve or tolerant conditioning and compared to not stimulated cells. In this experiment, *Fosl1* ^∆Mx^ BMDMs expressing minimal amount of FRA-1 were used as control for the anti-FRA-1 antibody specificity. ChIP-seq data were partly confirmed by our new ChIP-qPCR experiment: FRA-1 could be detected on the promoter of *Il6* at the loci 1, 4, 5 and 6 in all conditions including non-stimulated cells. Upon LPS stimulation, naïve cells showed an increase of FRA-1 binding on most of the *Il6* promoter locus (all but 1). A similar pattern was observed upon re-stimulation of tolerant cells and diminished in FRA-1 deficient tolerant cells (**Figure 4C**). Interestingly, FRA-1 could not be detected on most of the loci of *Lcn2* promoter in resting cells. However, LPS stimulation strongly mobilized FRA-1 loci 1 to 8 on this promoter in naive cells. Moreover, this binding could be increased for loci 7 and 8 in tolerant cells (**Figure 4D**). This FRA-1 binding pattern on *Il6* and *Lcn2* promoter was confirmed by performing a similar analysis in peritoneal macrophages (**Supplementary Figures 1C, D**). Therefore, our data implies important transcriptional regulation of the *Lcn2* promoter by FRA-1 especially in the tolerant state.

**Figure 4:**
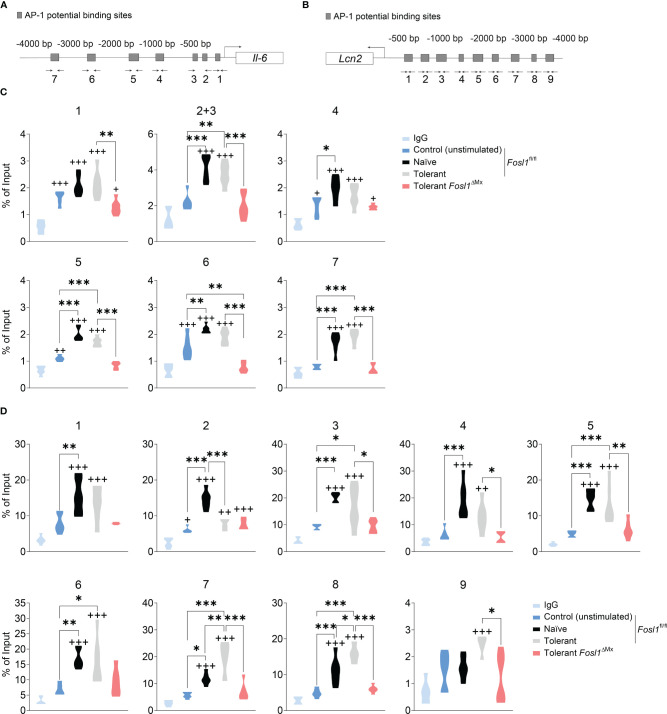
FRA-1 binds stronger to the promoter of *Lcn2* after induction of endotoxin tolerance in murine BMDM. **(A, B)** Prediction of the AP-1 binding sites by the online tool TFBIND and the locations of the primers for each site on *Il6* **(A)** and *Lcn2* **(B)** promoters. **(C, D)** ChIP assays showing the recruitment of the endogenous FRA-1 on the AP-1 binding sequence of *Il6* **(C)** and *Lcn2* **(D)** promoters after one (naïve) or two (tolerant) stimulations with LPS in bone marrow-derived macrophages isolated from *Fosl1* ^ΔMx^ or littermate mice. ^+^p < 0.05; ^++^p < 0.01; ^+++^p < 0.001 by one-way ANOVA with Sidak’s multiple comparisons test. + means compared to the IgG group. *p < 0.05; **p < 0.01; ***p < 0.001 by one-way ANOVA with Sidak’s multiple comparisons test.

### Increased Inflammation in the Immunosuppressive Phase of Sepsis in *Fosl1* ^∆Mx^ Mice Compared to Littermates

Once established the role of FRA-1 in endotoxin tolerance *in vitro*, we decided to investigate if this finding could be transposed *in vivo* in a model mimicking the induction of endotoxin tolerance observed during sepsis. To do so, we applied consecutive injection of LPS to *Fosl1* ^∆Mx^ and the littermate control mice (**Figure 5A**). Mice were rendered tolerant to LPS by an initial i.p. injection of 25 µg of LPS and stimulated 3 days later with another similar dose of LPS for 2 h. These mice were compared to naive mice injected only once with LPS. PBS-injected mice served as control. Lungs and spleens were then harvested to quantify the inflammation induced by LPS in these organs. *In vivo* injection of LPS in mice is characterized by a recruitment of immune cells to the lung and an increase of the thickness of the alveolar walls. In littermate control mice, LPS injection significantly thickens the lung alveolar walls of naïve mice. Interestingly, this thickening was decreased in tolerant mice despite a similar immune cell infiltration in the lung when compared to naïve mice (**Figure 5B**). This acute inflammatory response could also be observed in *Fosl1* ^∆Mx^ mice but to a lower extend. Tolerant FRA-1 deficient mice showed thickening of their alveolar walls similar to the tolerant littermate control mice but a significantly decreased infiltration of their lung by immune cells (**Figure 5C**). We further investigated the inflammatory conditions in the spleen of these mice. Even though the follicular area of the spleen was significantly increased by LPS injection in the naïve wild type mice, it appears that this criterion went back to normal and became unresponsive to LPS in tolerant wild type mice. No significant difference was observed between the *Fosl1* ^∆Mx^ mice and the littermates in the tolerant state (**Supplementary Figure 2**). Another consequence of systemic inflammatory response induced by LPS is the induction of apoptosis in leukocyte (7). Our TUNEL staining confirmed that LPS injection increased the number of apoptotic cells in the splenic follicular area of naïve mice (control vs naïve, p=0.0224). Interestingly, this induction of apoptosis by LPS was not observed in tolerant mice (control vs tolerant, p=0.7671). This tolerance seems to be dependent on *Fosl1* expression as tolerant FRA-1 deficient mice showed a higher number of apoptotic leukocytes compared to littermate control tolerant mice (tolerant vs tolerant FRA-1 deficient mice, p=0.0005) (**Figures 5D, E**). Altogether, our data suggested that a more severe inflammation as well as a weaker resolution in lung and spleen occurred in tolerant FRA-1 deficient mice compared to their wild type littermates.

**Figure 5:**
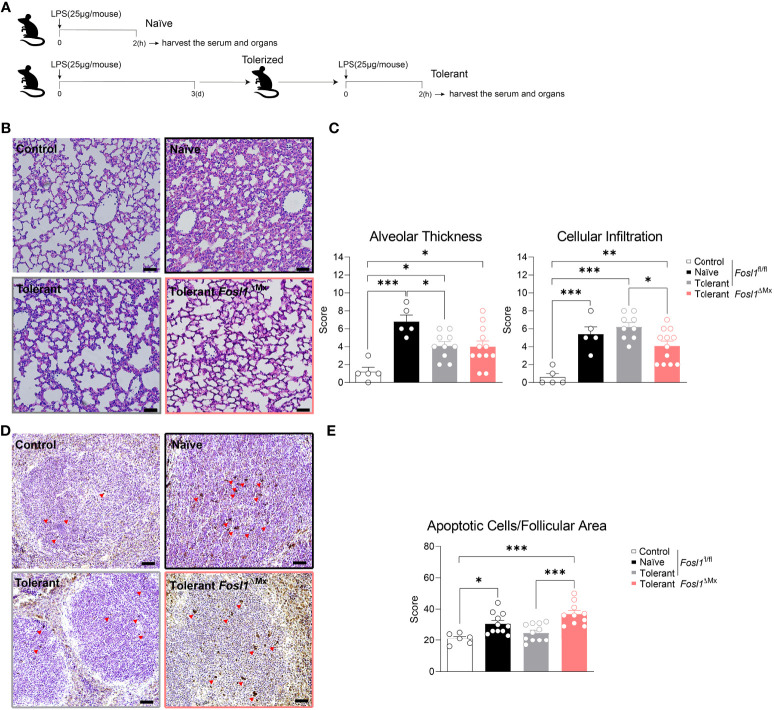
Increased inflammation in the immunosuppressive phase of sepsis is observed in *Fosl1* ^∆Mx^ mice compared to littermates. **(A)** Experimental scheme of the induction of endotoxin tolerance response *in vivo*. **(B, C)** Representative H&E microscopy images and quantification of alveolar thickness and immune cell infiltration in the lung of *Fosl1* ^∆Mx^ and the littermate mice 2 h after once (Naïve) or twice (Tolerant) LPS stimulation. Scale bar = 200μm. **(D, E)** Representative TUNEL staining images and quantification of apoptotic cells adjusted to follicular area in the spleen of *Fosl1* ^∆Mx^ and the littermate mice after once (Naïve) or twice (Tolerant) LPS stimulation. Scale bar = 40μm. Graph points indicate individual mice. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by one-way ANOVA with Sidak’s multiple comparisons test.

### Increased Expression of NGAL in the Immunosuppressive Phase of Sepsis Is Reduced in *Fosl1* ^∆Mx^ Mice

To understand how AP-1 transcription factors and particularly FRA-1 are involved in our endotoxin tolerance model, we investigated their gene expression profile in murine sepsis model. *Fosl1, Junb* and *Jun* were significantly increased by LPS in both lung and spleen of naïve mice. However, establishment of endotoxin tolerance in wild type mice strongly reduced the increased of *Fosl1* and *Junb* in lung and of *Jun* in spleen by LPS (**Figure 6A**). In the same line, we measured the expression of *Il6* and *Lcn2* as standard tolerizable and non-tolerizable genes respectively, in lung and spleen of the control, naïve and tolerant mice. As expected, *Il6* was strongly induced only in naïve mice whereas *Lcn2* was induced in naive and even more in tolerant mice. For these two genes, protein secretion in the serum fully matched the mRNA data obtained in lung and spleen (**Figures 6B, C**). For the *Fosl1* ^∆Mx^ and littermate control mice, we first quantified the knockout efficiency within the organs and found that *Fosl1* expressions were significantly decreased in lung and spleen in the tolerant state, especially in CD11b^+^ cells (**Figures 6D, E**). Alongside, we could confirm the influence of FRA-1 on the cytokine secretion as FRA-1 deficient mice have a lower level of circulating IL-6 and NGAL (**Figure 6F**). Altogether, our *in vivo* experiments confirm that NGAL expression is controlled by FRA-1 during tolerance induction.

**Figure 6:**
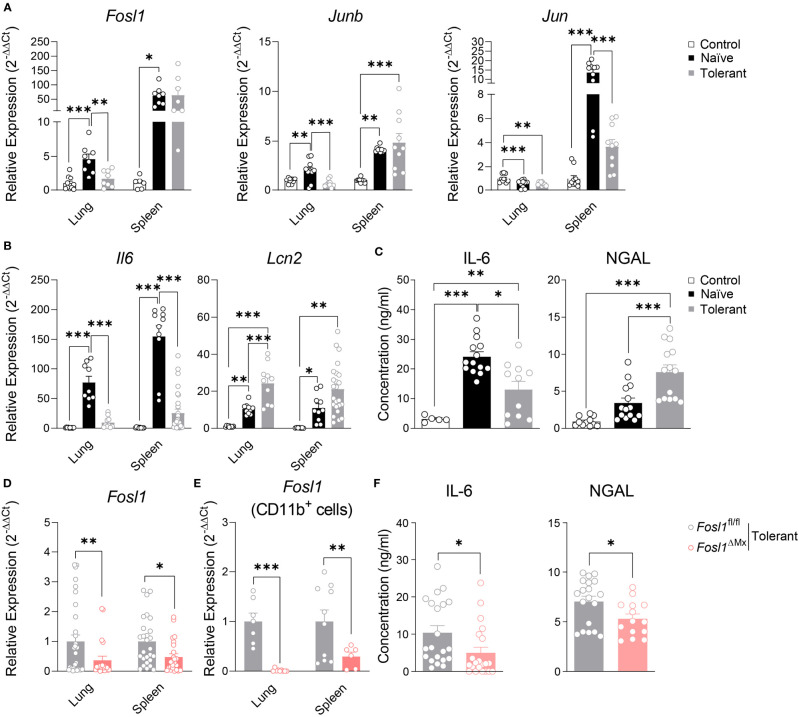
Increased expression of *Lcn2* in the immunosuppressive phase of sepsis is reduced in *Fosl1* ^∆Mx^ mice. **(A, B)** Quantitative RT-PCR analysis of AP-1 transcription factors **(A)** and *Il6* and *lcn2* genes **(B)** in lung and spleen of control, naïve or tolerant wild type mice 2 h after LPS infection. **(C)** IL-6 and NGAL levels in serum of control, naïve or tolerant wild type mice 2 h after LPS infection. **(D, E)** Quantitative RT-PCR analysis of *Fosl1* transcription factor genes in total organ **(D)** or CD11b^+^ cells **(E)** from lungs and spleens of *Fosl1* ^∆Mx^ and the littermate mice in tolerant state, normalized to the expression of *Actb*. **(F)** IL-6 and NGAL levels in serum of *Fosl1* ^∆Mx^ and the littermate mice in tolerant state. Graph points indicate individual mice. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by one-way ANOVA with Tukey’s multiple comparisons in **(A–C)** and student t test in **(D–F)**.

## Discussion

In the present study, we delineated the expressions of the AP-1 transcription factor family *in vitro* with an endotoxin tolerance model applied to murine BMDM and human PBMC and *in vivo* with a murine LPS induced sepsis model. These experiments revealed that the AP-1 transcription factor FRA-1 regulates NGAL expression during the establishment of tolerance in myeloid cells. Interestingly, ChIP-qPCR data further demonstrated a direct regulation on *Lcn2* expression by FRA-1, through its binding on *Lcn2* promoter in tolerant macrophages. This observation could be transposed in the *in vivo* septic model of consecutive injection of LPS. FRA-1 deficient mice showed a decreased resolution of inflammation likely dependent on their low level of circulating NGAL. Thus, our data indicates that FRA-1 is involved in myeloid cell tolerance responses by mediating the functional reprogramming of *Lcn2* transcription in response to prolonged LPS exposure. In addition, FRA-1 may have a protective role in the tolerance response and resolution of inflammation in sepsis through the regulation of NGAL.

Sepsis is a lethal systemic inflammatory response. Due to the high mortality rate and the lack of efficient therapy, the main mechanisms sustaining this disease are still under investigation. Although initially not appreciated, the rapid display of profound immunosuppression in most patients with sepsis is now a well-established phenomenon (4, 19). However, the immunological and molecular mechanism of the immunosuppression is still poorly understood. Here, we used the endotoxin tolerance model as described previously (5) *in vitro* and *in vivo* to mimic the prolonged LPS stimulation that can induce immunosuppression during sepsis. Endotoxin tolerance model is a convenient model for analyzing macrophage hyporesponsiveness. It is induced after exposure of macrophages or mice to a non-lethal low dose of LPS that induces hyperinflammation and then with a second exposure to LPS deactivates the macrophages, resulting in the establishment of immunosuppression (20). With endotoxin tolerance model, we could observe an increase of pro-inflammatory genes upon the first LPS stimulation, and diminished significantly after the second LPS stimulation as shown by Simmie L. Foster and her colleagues (5). We also observed *in vivo* a significantly increased alveolar wall thickness and neutrophil infiltration in the lung and more follicular apoptotic cells in the spleen in the naïve state, while this phenotype was ameliorated in the tolerant state as shown by Frank M. Davis et al. (21), vividly illustrating the whole process of sepsis..

After the tolerance induction, macrophages undergo functional reprogramming and change to an anti-inflammatory phenotype that activates resolution and regeneration programs, promoting a return to tissue homeostasis (11). Scientific advances have highlighted the role of transcriptional regulation in this functional reprogramming process underlying the immunosuppressive phase (10, 11, 22). The AP-1 transcription factor family is involved in numerous processes such as cell proliferation, differentiation and death, depending on the stimulus, the microenvironment and the cell type (12). The wide range of possible combinations and the occurrence of post-translational modifications explain the great functional heterogeneity of AP-1 transcription factors (12, 23). The function of FRA-1 is clearly established in bone and tumor biology (24, 25). There, FRA-1 needs to heterodimerize with another AP-1 transcription to function. This peculiarity makes FRA-1 an interesting transcription factor as its deletion alters the functions of its partners on their shared target genes. Nonetheless, the role of FRA-1 in the context of inflammation, especially concerning *Il6* expression, is still controversial. Mimicking the tumor microenvironment *in vitro*, the 4T1 mammary carcinoma cells promoted *de novo* overexpression of *Fosl1* in RAW264. 7 cells, and the subsequent binding of FRA-1 on the *Il6* promoter and an increase of IL-6 production in response to LPS (26). On the contrary, Morishita et al. reported that IL-6 production after LPS stimulation could be inhibited in RAW264.7 macrophages by overexpressing FRA-1 thanks to a lentiviral vector. This phenotype could be reversed by knockdown of *Fosl1* in this cell line (27). In parallel, no significant difference was observed on *Il6* expression in FRA-1 deficient alveolar macrophages in a LPS triggered acute lung injury model, even though the KO mice exhibited lower mortality rates compared to the control (28). Thus, the function of FRA-1 on IL-6 expression upon inflammation appears to vary depending on the stimulating strategy, the initial intracellular concentration of FRA-1 and the cell type. This multi-factorial context probably influences the non–AP1 transcription factors and the nature of the partner of FRA-1 in the AP-1 heterodimer binding to the *Il6* promoter. This ambivalent function of FRA-1 should rely on opposite regulatory mechanisms. Indeed, FRA-1 has been described as a positive regulator of transcription for genes involved in innate immunity (13) as well as a mediator to repress gene expression in related context (29). In the present study, we could first confirm that *Il6* was a strongly tolerizable gene. In addition, we showed that *Il6* mRNA expression upon LPS stimulation was dependent on the *de novo* expression of Fra-1 in naïve macrophages. If our limited kinetic could not illustrate this FRA-1 dependency for the IL-6 protein secretion *in vitro*, we observed *in vivo* that circulating IL-6 level were decreased in tolerant mice subjected to our sepsis model.

The role of FRA-1 on *Lcn2* expression has yet to be reported. NGAL has been described as a marker of deactivated macrophages and was initially characterized as an anti-microbial protein targeting bacterial siderophore (6, 8). In addition, NGAL supports the establishment of hypoferremia during inflammation to restrict iron availability for the pathogens and thus contributes to the resolution of sepsis (7). Therefore, expression of NGAL promotes microbicidal activities of the immune system and would ultimately contribute to the resolution of sepsis. In our results, the elevated expression of *Lcn2* in the tolerant state was significantly reduced in the *Fosl1* knockout macrophages, at both mRNA and protein level. This correlation between FRA-1 and *Lcn2* expression suggest that this transcription factor offers an additional layer of regulation to the already tightly controlled *Lcn2* promoter. Indeed, transcription factors classically activated under inflammatory conditions such as STAT1 or NF-kB have been previously linked to the regulation of *Lcn2* expression (30, 31). Strikingly, we also observed this correlation *in vivo*. FRA-1 deficient mice subjected to endotoxin tolerance had a significantly decreased level of circulating NGAL. These mice also showed less neutrophil infiltration in the lung and more apoptotic cells in the spleen, implying a higher level of inflammation. Altogether, we propose that FRA-1 have a protective role in response endotoxin induced sepsis through the regulation of NGAL.

Therefore, a better understanding of how AP-1, especially FRA-1, expression and functions in tolerant macrophages can provide valuable insights into the fundamental mechanisms underlying sepsis. Characterizing the regulation of the downstream targets of these transcription factors could open new avenue for the development of therapeutic options against sepsis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE178865.

## Ethics Statement

The animal study was reviewed and approved by University of Friedrich-Alexander-Universität Erlangen-Nürnberg ethics committee.

## Author Contributions

SC, NH, and AB designed the study. SC, DS, and AB wrote the manuscript. NH contributed to the ChIP-sequencing analysis. SC and AS performed the *in vitro* and *in vivo* experiments. GS supervised the study and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Deutsche Forschungsgemeinschaft: BO-3811/5-1; BO-3811/6-1; FOR 2886-TP02; CRC 1181 project A01; SPP2084 µBone; Erlangen-Nuremberg University ELAN-Program P044; Interdisciplinary Centre for Clinical Research (IZKF) grant F1-04; European Research Council (ERC) Synergy Grant 4D Nanoscope and ERC consolidator - ODE.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

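FRA-1 ChIP-seq was analysed in peritoneal macrophages that were unstimulated, stimulated with LPS or given apoptotic cells, with 3 replicates per condition. The sample records describe thioglycollate elicitation and the study's design text plain lavage. The pooled input samples were not used here. The sample records name 3 mice, each in all conditions, while the study's design text speaks of separate animals. The score columns of the tables carry no mouse label, so replicates were treated as unpaired samples of their condition.

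The authors deposited 1 peak table per condition, and neither the paper's text nor the sample records name the aligner or peak caller behind it. Each deposited score reads as a Phred-scaled p-value (a multiple of its negative logarithm), with a lowest value of 50.0 in these tables, −1 for a replicate without a peak and values not normalized between replicates. A further deposited column holds the number of replicates with a peak and another the sum of the scores, which held in 100% of rows when checked. The tables name no genome build. Chromosome names and positions up to 195353212 on chromosome 1 fit GRCm38, and gene positions were taken from RefSeq for GRCm38.p6. The direction of transcription of Il6 and Lcn2 was taken from Fig. 4A, B. The paper's own re-analysis of the raw reads with Trimmomatic, Bowtie2 and MACS2 was not repeated. For 1 LPS sample, the sample records state that raw data are not available.

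The authors had cut replicate peaks into segments and repeated a segment for each gene joined to it. Repeated rows were dropped, adjoining segments with the same score were joined into peaks, and overlapping or touching peaks of the 3 replicates were merged into regions. The design fixed before the data were examined assumed a distance to the transcription start and an annotation class per peak, which the tables do not give. RefSeq gene ends were used for the promoter areas of Il6 and Lcn2 instead, and the authors' gene assignment was used for counts over all genes. After LPS, 3354 of 10847 assigned segments lay inside their gene, and 95.2% of those outside lay within 5000 bp of it, on a side that was not determined. Of 12321 assigned symbols, 11680 (94.8%) were found in RefSeq. Named genes were those with primers in Supplementary Table 1, and the 3 highest-scoring regions of each list.

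Overlap required at least 1 bp. Shares have 95% Wilson intervals, which cover counting error only. Chance overlap was taken from 1000 random placements of regions on their chromosomes, with chromosome ends taken as the last listed position. Numbers of peaks were compared with exact permutation tests. The processing was tested on simulated data, in which 6000 of 6000 peaks cut into segments were recovered and a planted overlap of 30.0% among 2000 peaks was found as 30.0%. Random placement against random placement gave an observed number 1.05 times the expected one. Alternatives were other promoter areas, other overlap rules, stricter scores, equal numbers of top-scoring regions, regions in at least 2 replicates and leaving out each replicate. The last 2 of these, and a score of at least 100, were chosen after seeing the data, as were the number of peaks per replicate, the regions in every LPS replicate and the peaks inside Il6 as results. AP-1 motifs, the positions of the ChIP-qPCR amplicons and a test on reads per peak were planned but not analysed here, as no genome sequence or read count was used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.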

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

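The tests of enrichment behind the number of peaks and of chance placement were set before their results were seen, and the tests of other splits, of the peak width classes and of enrichment at Il6 were chosen only after the pattern was seen.

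The paper does not analyse the macrophages given apoptotic cells. They had 50599 ± 25437 FRA-1 peaks (SD, n = 3 replicates) against 24876 in unstimulated macrophages, and every replicate lay above every unstimulated one (exact permutation test, two-sided, p = 0.1, the smallest 3 against 3 allow). This order too would not hold if unstimulated replicate 3 and LPS replicate 2 were exchanged, as the lowest apoptotic cell replicate had 31501 peaks. A candidate explanation for the higher numbers is deeper or more enriched libraries. At the 1372 regions with a peak in all 9 replicates, the median score with apoptotic cells was 1.08 times that of unstimulated macrophages, and the replicates of the 2 conditions overlapped. The same ratio after LPS was 1.33, and again the replicates overlapped, from 207.88 to 399.2 after LPS and from 184.14 to 342.87 without stimulation. In single replicates the scores did not follow the number of peaks. LPS replicate 2 (39728 peaks, median 207.88) and apoptotic cell replicate 3 (79474 peaks, median 243.98) had more peaks but lower scores than unstimulated replicate 3 (28314 peaks, median 342.87). These single libraries cannot decide on enrichment, as scores are not normalized between replicates. LPS replicate 2 and unstimulated replicate 3 also differ in width class, and their exchange is not excluded. Enrichment is thus not excluded, as the mean was higher after either treatment, and the sequencing depth is unknown.

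Inside Il6, outside the area the paper considers, 2 LPS replicates and no unstimulated replicate had a peak. Among 4320 protein-coding genes of similar length (within 50% of that of Il6), 161 (3.73%) held a region with a peak in at least 2 LPS and no unstimulated replicates. This is under the 5% set beforehand for chance placement, but the limit was set for a single gene and 2 loci were looked at. The pattern counted was also taken from what Il6 showed, so this share cannot decide on chance placement. Of the 3 replicates of any condition with the peak, 2 are of the narrow class of peak width, both from LPS. The other is apoptotic cell replicate 1, of the wide class (score 84.61). Unstimulated and apoptotic cell replicates 3, of the narrow class, had none there. The peak thus did not match the width class exactly. With scores of at least 100, however, only the 2 LPS replicates, both of the narrow class, kept it. The 2 LPS replicates with the peak had median scores of at least 385.63 at the 1372 shared regions, above the 342.87 of the highest replicate without it. Apoptotic cell replicate 1, which also has the peak, had a median of 299.31, below that replicate. Its peak lay at the 16.5th percentile of its scores, and 1 such library cannot exclude enrichment. With scores of at least 100, the peak was left only in the 2 replicates with the highest medians. Among the LPS and unstimulated replicates alone, the pattern cannot be told apart from stronger enrichment or from the width class.

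Outside the loci the paper discusses, 628 regions had a peak in all 3 LPS replicates and in no unstimulated replicate, and 5 the reverse. Of the 10 splits of these 6 replicates into 3 and 3, 2 gave as many regions in either direction, the real one included, and 10 splits cannot give a share under 0.1. The other split puts unstimulated replicate 3 with LPS replicates 1 and 3 and gave 3733 regions. It follows the smallest peak width, so that the size of the count does not tell the LPS stimulation apart from this possible library batch. By definition, each of the 628 regions has a peak in LPS replicate 2 (wide class) and none in unstimulated replicate 3 (narrow class). This was fixed by the selection and cannot count against the width classes as an explanation. The 3733 regions share none with these 628, also by definition, and do not show what gave rise to them. Chance in the grouping of the replicates is not excluded.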

How the results depend on the processing

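The absence of a listed peak in the 4000 bp upstream of Il6 and Lcn2 held in all 3 conditions when any overlap with the area was counted and for an area from 1000 bp upstream to 100 bp downstream. Stricter scores, equal numbers of regions and leaving out a replicate remove peaks, and so test nothing where 0 were listed. An area from 10000 bp upstream to 1000 bp downstream held 2 regions at Lcn2 in unstimulated macrophages and 1 after LPS, and 1 at Il6 with apoptotic cells. Peaks lay just beyond the downstream edges of these areas. Those inside Il6 in LPS replicates 1 and 3 began 1085 and 1082 bp downstream of the transcription start. The peak inside Lcn2 in unstimulated replicate 1 began 133 bp downstream, outside the area that ends at 100 bp. The unknown sequencing depth limits what an area without a peak can show.

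Requiring a peak in at least 2 replicates, chosen after seeing the data, changed most. It left 4164 regions in unstimulated macrophages, 22049 after LPS and 8273 with apoptotic cells. Genes with an assigned peak in at least 2 replicates, at the same position or not, numbered 473, 2027 and 1044. Of these, 327 were found both after LPS and without stimulation. The share of LPS regions overlapping an unstimulated region became 17.4%, and the reverse share 92.003%. The share of regions assigned to a gene became 12.7%, 13.5% and 13.3%. The cause was not tested.

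The overlap of LPS with unstimulated regions was 7.67% when 50% of both had to overlap, 8.65% for centres within 100 bp, 14.0% above the median score and 15.9% for equal numbers of regions. The reverse share was 13.6%, 15.4%, 26.5% and 15.8%. Above the median score, genes with an assigned peak numbered 1787 in unstimulated macrophages, 3752 after LPS, 3564 with apoptotic cells and 766 in both of the first 2. For equal numbers of regions they numbered 4177 after LPS and 3568 with apoptotic cells. The share of LPS regions assigned to a gene was 12.4% under either setting. Ranked only among peaks assigned to a gene, the peaks inside Il6 lay at the 66.5th and 73.6th percentile, and those upstream of Lcn2 at the 33.0th without stimulation and the 73.2nd after LPS. With scores of at least 100, 345 regions had a peak in all 3 LPS replicates and no unstimulated replicate. No apoptotic cell replicate (0) had a peak inside Il6 with a score of at least 100 or above the median. The cause of these changes was not tested. The excess over chance overlap passed the test in every setting run, from 6.48 to 273.5 times. As regions were placed evenly along whole chromosomes, this does not show shared FRA-1 sites.

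With each replicate left out, the number of regions lay from 44432 to 50869 in unstimulated macrophages, from 81155 to 97745 after LPS and from 66758 to 114381 with apoptotic cells. The overlap of LPS regions lay from 4.66% to 13.0%, lowest without the third unstimulated replicate, and the reverse from 12.7% to 23.4%. Genes with an assigned peak ranged from 2438 to 2766, from 4435 to 5615 and from 3352 to 5540, and from 953 to 1408 in LPS and unstimulated macrophages together. The share assigned to a gene ranged from 11.5% to 12.9% after LPS and from 10.8% to 11.1% with apoptotic cells. The regions with a peak in every LPS and no unstimulated replicate ranged from 684 to 11911, highest without the second LPS replicate. LPS replicates with a peak inside Il6 ranged from 1 to 2, and apoptotic cell replicates from 0 to 1. The ratio of peaks per replicate stayed from 1.72 to 2.19 for LPS and from 1.45 to 2.42 for apoptotic cells.

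No paired analysis was possible because the score columns carry no mouse label. Alternatives for AP-1 motifs, ChIP-qPCR amplicons and reads per peak were not run, and neither were other promoter areas over all genes, which need the direction of every gene.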

Differences from the paper's values

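The paper states that FRA-1 is able to bind the promoter sites of Il6 and Lcn2 in peritoneal macrophages, above all with LPS. In the deposited peak tables, the 4000 bp upstream of either transcription start held 0 FRA-1 peaks after LPS and 0 in unstimulated macrophages. The paper's statement came from its own re-analysis of the raw reads, which was not repeated here. By ChIP-qPCR the paper also detected FRA-1 on both promoters in BMDM, and reports a similar pattern in peritoneal macrophages. An absence of listed peaks therefore does not refute binding there. Of the alternatives set before the data were examined, only an area from 10000 bp upstream to 1000 bp downstream listed a peak after LPS. It listed 1 at Lcn2, against 2 there without stimulation, and 0 at Il6 in both conditions. The 0 at Il6 depends on the edge of that area. The peaks inside Il6 in LPS replicates 1 and 3 began 1085 and 1082 bp downstream of the transcription start, just beyond it.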

Other observations

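All tests in this part were chosen only after the pattern was seen.

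Counted as the shared part of the merged peaks of 2 replicates, unstimulated replicate 3 had 13.3% and 11.9% in common with LPS replicates 1 and 3, against 5.45% and 6.34% with the other unstimulated replicates. By the same measure, LPS replicate 2 had 5.63% and 5.09% in common with the other LPS replicates, which had 24.3% in common with each other. One candidate explanation is a mislabelled sample. Among all 280 groupings of the 9 replicates into 3 groups of 3, the grouping by condition ranked 45 in mean overlap within groups, and the grouping with unstimulated replicate 3 and LPS replicate 2 exchanged ranked 1. As the exchange was picked from the same overlaps, this rank cannot decide it. Another is unequal sensitivity of the libraries. Of 6899 regions with a peak in at least 2 apoptotic cell replicates, and not in all 9 replicates, unstimulated replicate 3 recovered 61.4% and LPS replicates 1 and 3 84.4% and 87.4%. The other 3 recovered 17.9%, 20.1% and 32.1%. These replicates too were picked for their overlap, so the pattern cannot be told apart from either explanation. A further candidate is a library batch seen in the smallest peak width. By the measure above, apoptotic cell replicate 3, of the narrow class, had 6.23% on average in common with the unstimulated and LPS replicates of that class, against 10.1% for apoptotic cell replicates 1 and 2, of the wide class. This measure falls with the number of peaks, which is highest in replicate 3 (79474). The share of the narrow unstimulated and LPS replicates' own peaks rises with that number, and was no higher for replicate 3, with means of 16.9% and 17.3%. With each narrow replicate, the share for replicate 3 lay between those for apoptotic cell replicates 1 and 2. Only 1 apoptotic cell replicate is of the narrow class. Its median peak width was 172 bp, against 113 to 140 bp in the other replicates of that class. These values therefore cannot decide on a library batch. No assignment of samples was changed on these grounds.

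Of the 13 genes with primers in Supplementary Table 1, 2 had a peak within 4000 bp in all 3 LPS replicates. At Fosl2, a region on chromosome 5 from 32135179 to 32135653 had LPS scores of 136.64, 63.81 and 123.61, and no unstimulated replicate had a peak there. At Actb, used by the paper for normalization of expression, a region from 142910830 to 142911015 had LPS scores of 337.71, 126.89 and 470.12, and unstimulated replicate 3 had a peak there with a score of 244.1. These scores are the authors' and are not normalized between replicates.

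The 3 highest-scoring regions of each list overlap a region in both other lists and have no assigned gene. They include chromosome 14 from 19415628 to 19419837 and chromosome 2 from 98662100 to 98663112 in the LPS list. Ties at the highest summed score, 9300.0 in 6 unstimulated regions, leave their order open. The unstimulated replicates all had the same highest single score, and the tied regions reached it in each of them. The scores therefore cannot rank these tied regions by FRA-1 binding. As the pooled input samples were not used, a high signal without FRA-1 is not excluded at the highest-scoring regions. No explanation was tested for these regions.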
